A study of Danio rerio with 6 samples. Its data were reported in "IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition" (2025).

How the data were processed

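Guts of wild-type zebrafish larvae were dissected by the authors at 5 dpf, 1 h after injection of rzIl26 or BSA, with 10 to 15 guts per library and 3 biological replicates per group. Per the labels, stranded poly(A) mRNA libraries were sequenced as paired-end reads on an Illumina NovaSeq and aligned to the danRer11 assembly. The authors deposited 1 table of raw whole-number counts per RefSeq transcript, with 1 column per library. The aligner, the counting tool, the annotation release and the handling of reads that match several transcripts are not stated. Columns were assigned to libraries through the library names in the labels, and groups and replicate numbers were taken from the sample titles.

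The table held 16134 transcript rows, 15639 of them NM and 495 NR accessions. In 2701 rows every library had 0 counts. Gene symbols came from an NCBI RefSeq gene table of the GRCz12tu assembly, used for names only, and 15776 rows matched a symbol. The 358 rows without a match held 0.342% of the counts and were kept. Coordinates are not given because the assemblies differ. There were 622 genes with 2 or more rows (1407 rows), and such rows often had few or no counts, which means that reads shared by transcripts of a gene may not have been counted. Values for near-identical gene copies are uncertain for the same reason. No transcript sequence was used, so GC content and transcript length could not be examined.

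Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Rows were kept by filterByExpr with its minimum count of 10, which left 10576 rows. Libraries were scaled by TMM and groups were compared with edgeR's quasi-likelihood test with group as the sole term. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The study's methods name edgeR but state no threshold. Standard errors were derived from the log2 fold change and the F statistic. CPM values are normalized by the TMM-scaled library size. Totals per library ranged from 15156164 to 22219894 counts, and 12323 to 12613 rows had counts in a library. Library measures were compared by two-sided exact permutation tests, where 3 against 3 libraries make 10 splits and the smallest p-value is 0.1.

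Gene lists were tested with limma's cameraPR on signed z scores of the quasi-likelihood p-values, with a preset inter-gene correlation of 0.01. A gene with several rows was represented by its row with the most counts. The 9 lists of the first family were the study's replication and repair genes and hand-written lists of replication machinery, repair machinery, mitosis, ribosome biogenesis, immediate early genes, NF-kB inflammation and JAK-STAT targets. A second family of 11 lists covered heat shock, glucocorticoid response, clock genes and 8 tissues. A list of receptor family genes was used for names only. The designs, lists and alternatives were fixed before the data were examined. The fin and cartilage list was written after the study's list of changed genes had been read, and 1 gene was taken out of the NF-kB list for the same reason. Lists of leukocyte genes, written before their values were seen, and of evening and dawn clock genes, written after, were added later.

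Named genes followed a rule set beforehand. They were the genes the study's text names for this comparison and the IL-26 receptor genes, the 6 highest and 6 lowest fold changes among calls with a mean of at least 50 counts and no overlap between groups, and at most 4 genes per list with the lowest adjusted p-values. Genes outside this rule, such as *fabp10a*, are to be read as chosen after their values were seen, whether or not the text says so.

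The scripts were tested on simulated counts drawn from the means, dispersions and library sizes of the 10576 rows, with 200 rows changed by 1 on the log2 scale. They recovered 131 of the 200 changed rows (65.5%) and called 10 unchanged rows. Of 200 lists of unchanged genes 1.5% had a p-value under 0.05, and of 100 lists holding changed genes 100% did. The simulated genes were independent, which real genes are not. Only 200 rows were changed, equally up and down and by 1 each. The data had 1995 calls with a median absolute log2 fold change of 0.55. These rates may therefore not carry over to the data.

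The alternatives were RLE and upper-quartile factors, library totals alone, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, edgeR's likelihood ratio and exact tests, the replicate number as a block, leaving out each library, and other thresholds. Lists were also tested with camera using an estimated correlation, fry, cameraPR on ranks and fgsea 1.28.0. After the data were seen, liver content as a covariate and a table without genes of 2 or more rows were added.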

Results

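The gut transcriptome of wild-type zebrafish larvae was compared between 2 injections. At 5 days post fertilization (dpf), larvae were injected with rzIl26, the zebrafish cytokine IL-26 made as a recombinant protein, or with BSA, an albumin from bovine serum that served as the control. Guts were dissected 1 h later and 10 to 15 guts were pooled per library. There were 3 libraries per group. The comparison asked which transcripts change early after IL-26 is added. The libraries held between 15156164 and 22219894 counts. The mean total was 18900500 ± 2531200 (SD, n = 3) after BSA and 18279600 ± 3602020 (SD, n = 3) after rzIl26 (two-sided exact permutation test, p = 0.9). With 3 libraries against 3, this exact test cannot give a p-value below 0.1. Libraries of the same group had Spearman correlations across transcripts of 0.983 to 0.990, and libraries of different groups 0.967 to 0.980. Transcripts are not independent replicates, so these values only describe the libraries. No library was a copy of another within sampling noise, since the chi-square statistic per degree of freedom was at least 19.8 in every pair. Separate pools of guts would exceed sampling noise in any case, so this value does not inform on replicate quality.

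The groups differed in how the counts were spread over transcripts. The 100 most abundant transcripts took 47.2% ± 0.94 (SD, n = 3) of the counts after BSA and 42.4% ± 0.55 (SD, n = 3) after rzIl26, with no overlap between the groups (exact permutation test, p = 0.1, the smallest this design allows). Accordingly, the TMM scaling factor was 0.946 ± 0.031 (SD, n = 3) after BSA and 1.057 ± 0.011 (SD, n = 3) after rzIl26. The transcript of *chia.2* took 2.22% of the counts after BSA and 1.55% after rzIl26; this gene was chosen after its values were seen.

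Of 10576 transcript rows tested with edgeR's quasi-likelihood test, 980 were higher and 1015 were lower after rzIl26 at a Benjamini-Hochberg adjusted p-value under 0.05. The share of calls that were higher was 49.1%. The median absolute log2 fold change of the calls was 0.55, and 221 rows rose and 84 fell by at least 1 on the log2 scale. The 2 groups did not overlap in normalized CPM, counts scaled to library size, in 1994 of the 1995 calls. Among all rows tested the groups did not overlap in 39.6%, where chance gives 10%. The alternative that moved the split most was scaling by library totals alone, with 1783 higher and 400 lower, so that 81.7% of calls were higher. That scaling shifted the log2 fold changes by a median of 0.16 relative to TMM, and fold changes here are therefore relative to the typical transcript. Leaving out BSA replicate 1 gave 339 higher and 398 lower. The depth limits single transcripts unevenly, as the biological coefficient of variation was 0.163 and low counts add sampling error to it.

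**Figure D1:**
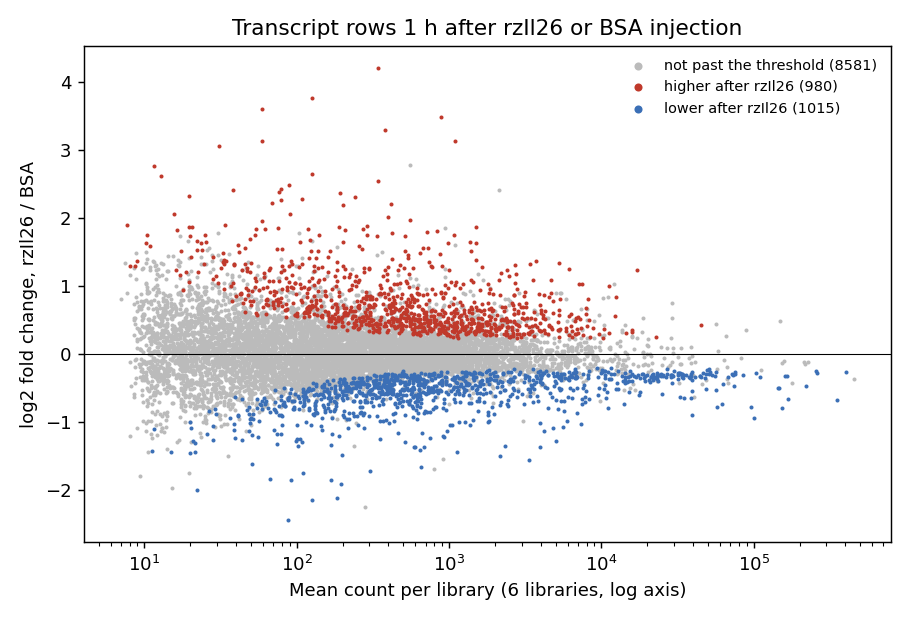
Each point is a transcript row, with its mean count per library on the x axis (log axis) and its log2 fold change of rzIl26 over BSA on the y axis. The 980 red points are higher and the 1015 blue points lower after rzIl26 at an adjusted p-value under 0.05, and among rows with a mean of at least 10000 counts 148 calls are lower and 12 higher.

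Transcripts of IL-26 itself and of its receptor were examined first. The *il26* transcript (NM_001020799) had 0, 4 and 0 counts in BSA replicates 1 to 3 and 1, 2 and 21 counts in rzIl26 replicates 1 to 3. It lay below the count filter and was not tested. The receptor subunit gene *il20ra* (NM_001079676) had 63.7 ± 5.4 CPM (SD, n = 3) after BSA and 49.5 ± 5.9 CPM (SD, n = 3) after rzIl26. Its log2 fold change was -0.37 (SE 0.11), with an adjusted p-value of 0.061 by edgeR's quasi-likelihood test. The groups did not overlap, but the difference did not pass the threshold. It passed with DESeq2 (adjusted p = 0.040), and its adjusted p-value ranged from 0.036 to 0.25 over all alternatives. The subunit *il10rb* had no row under that name, and whether a row with another name holds it was not settled here. The receptor gene *crfb4* (NM_001083868), which the name table does not pair with *il10rb* and which was chosen after its values were seen, had a log2 fold change of -0.44 (SE 0.13, adjusted p = 0.056) with no overlap between the groups. Of the 12 genes listed for the IL-26 receptor family 5 were tested. None passed the threshold, and at an unadjusted p-value under 0.05 there were 2 higher and 2 lower.

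The study related rzIl26 injection to DNA replication and DNA repair through these libraries. By staining, it found no change in cells marked for proliferation (EdU) or DNA damage (γH2AX) after rzIl26. It read this as speaking against a fast transcriptional effect, without fully excluding an effect of added IL-26. The study's own gene lists were examined next. These lists were picked from the same libraries, so their shift is not independent evidence. All 10 replication genes of the study's list were lower, with a median log2 fold change of -0.54 (limma cameraPR, adjusted p = 4.42e-06 over the 9 lists of this family). Over all transcripts tested 7 of them passed the threshold, and 9 passed when adjusted over the list alone. All 8 tested genes of the study's repair list were lower, with a median of -0.61 (adjusted p = 0.000239). Here 3 passed over all transcripts and 8 when adjusted over the list alone. The oncogene homolog *myca* (NM_131412) fell from 39.8 ± 1.5 CPM to 16.2 ± 1.8 CPM (SD, n = 3), a log2 fold change of -1.29 (SE 0.10, adjusted p = 0.0031). The excision repair gene *ercc1* (NM_001103138) fell from 18.6 ± 1.6 CPM to 9.1 ± 1.0 CPM (SD, n = 3), a log2 fold change of -1.04 (SE 0.12, adjusted p = 0.0054). The cyclin gene *ccnh* (NM_001013453) had a log2 fold change of -0.50 (SE 0.13, adjusted p = 0.040). This call was lost in each of the 6 fits that left out 1 library (adjusted p up to 0.12), with library totals alone (adjusted p = 0.13), with DESeq2 (0.058) and with liver content as a covariate (0.059). Its adjusted p-value ranged from 0.027 to 0.13 over all alternatives. Neither *brca2* (-0.47, SE 0.18, adjusted p = 0.11) nor *rad51b* (-0.47, SE 0.17, adjusted p = 0.0996) passed the threshold.

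Lists written before the data were examined, without the study's genes, gave a wider view of the cell cycle. Of 32 replication machinery genes tested, 31 were lower, with a median log2 fold change of -0.39 (adjusted p = 3.44e-05). Among the single genes 11 were lower at an unadjusted p-value under 0.05, and 4 passed the threshold over all transcripts, also 4 when adjusted over the list alone. The largest evidence in this list was for *mcm2* (NM_173257), at -0.49 (SE 0.09, adjusted p = 0.012). The calls of *mcm2*, *mcm3*, *rnaseh2a* and *mcm4*, all 4 of this list, were lost with library totals alone (adjusted p = 0.052, 0.060, 0.078 and 0.24). Those of *mcm4* and *rnaseh2a* were each lost in 5 of the 6 fits that left out 1 library. The repair machinery list was mixed, with 18 of 28 genes lower and a median of -0.12 (adjusted p = 0.028). In it 5 genes passed over all transcripts, 1 of them higher, and 6 when adjusted over the list alone. Among these, *xrcc5* (NM_001017360) fell from 73.8 ± 5.7 CPM to 35.7 ± 3.9 CPM (SD, n = 3; log2 fold change -1.05, SE 0.11, adjusted p = 0.0040), and *polb* rose by 0.46 (SE 0.12, adjusted p = 0.033). The *polb* call was lost in 5 of the 6 fits that left out 1 library (adjusted p up to 0.098). The repair machinery list no longer passed without BSA replicate 3 (median -0.10, adjusted p = 0.050109). Of 20 mitosis genes 16 were higher, with a median of 0.21 (adjusted p = 0.0334). Only *cenpe* passed over all transcripts and 0 genes passed when adjusted over the list alone, with 6 higher at an unadjusted p-value under 0.05. The *cenpe* call was lost in 5 of the 6 fits that left out 1 library (adjusted p up to 0.14). The mitosis list lost its call without BSA replicate 1 (adjusted p = 0.061), BSA replicate 3 (0.050109) or rzIl26 replicate 2 (0.082).

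Inflammatory and early response lists moved the other way. All 25 tested genes of the NF-kB inflammation list were higher, with a median log2 fold change of 1.46 (adjusted p = 1.06e-12). Of these, 19 passed over all transcripts and 25 when adjusted over the list alone. The cytokine transcript *il1b* (NM_212844) rose from 7.90 ± 3.67 CPM to 36.1 ± 0.4 CPM (SD, n = 3), a log2 fold change of 2.21 (SE 0.28, adjusted p = 0.0057). The immediate early list had 21 of 23 genes higher and a median of 0.87 (adjusted p = 4.03e-07), with 13 genes passing over all transcripts and 19 when adjusted over the list alone. Within it, *junba* (NM_213556) rose by 1.33 (SE 0.21, adjusted p = 0.0099). The JAK-STAT target list had 13 of 15 genes higher and a median of 0.38 (adjusted p = 0.000114), with 8 genes passing over all transcripts and 9 when adjusted over the list alone. Its median was 0.66 without rzIl26 replicate 3. The feedback inhibitor *socs3a* (NM_199950) rose from 192.2 ± 23.4 CPM to 458.0 ± 85.4 CPM (SD, n = 3), a log2 fold change of 1.25 (SE 0.15, adjusted p = 0.0054). The ribosome biogenesis list had 23 of 27 genes higher and a median of 0.24 (adjusted p = 4.42e-06), with 13 genes passing over all transcripts, 1 of them lower, and 15 when adjusted over the list alone. In this list *npm1a* (NM_199428) rose by 0.72 (SE 0.07, adjusted p = 0.0038) while *ddx21* (NM_001127335) fell by 0.43 (SE 0.07, adjusted p = 0.012).

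The calls for all 9 lists rest on a preset correlation of 0.01 between genes. All 9 held under fry, a rotation test (adjusted p from 0.0012 to 0.031). It asks whether the members of a list change at all, not whether they change more than other genes. With 1995 of 10576 rows called, that is a lower bar and does not replace the comparison with other genes. With the correlation estimated from the 6 libraries, 0 of 9 lists passed (adjusted p from 0.073 to 0.21), and 3 had an unadjusted p-value under 0.05. The estimated correlation was 0.61 for the immediate early list and 0.45 for the NF-kB inflammation list.

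**Figure D2:**
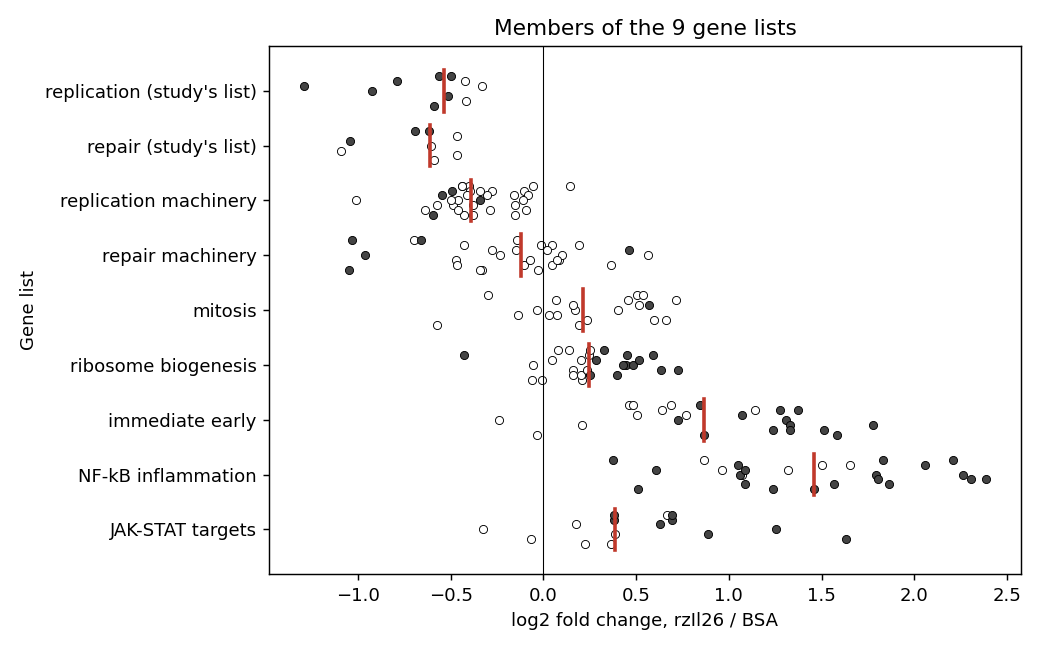
Each circle is a tested gene of 1 of the 9 lists, placed by its log2 fold change of rzIl26 over BSA, filled where its adjusted p-value over all transcripts was under 0.05, and red bars mark the list medians. The medians run from -0.61 for the study's repair list to 1.46 for the NF-kB inflammation list.

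Among transcripts with a mean of at least 50 counts, an adjusted p-value under 0.05 and no overlap between groups, the highest and lowest 6 by fold change were listed. The highest log2 fold changes were 4.20 for *and2* (SE 0.34), 3.76 for *rln3a* (SE 0.82), 3.61 for *and3* (SE 0.62), 3.48 for *noxo1a* (SE 0.44), 3.30 for transcript NM_001007054 (SE 0.19) and 3.13 for *alox5b.3* (SE 0.76). Their adjusted p-values by edgeR's quasi-likelihood test ran from 0.0020 for NM_001007054 to 0.029 for *alox5b.3*. The *alox5b.3* call was lost in 5 of the 6 fits that left out 1 library (adjusted p up to 0.10) and with limma-voom (0.12). The *rln3a* call was lost in 3 of these 6 fits (adjusted p up to 0.078) and with limma-voom (0.090). The replicates of *rln3a* were far apart, with 3.09, 21.4 and 8.54 CPM after rzIl26. The lowest values were -2.44 for *hmgb1a* (SE 0.39), -2.15 for *htatip2* (SE 0.24), -2.12 for *si:dkey-286h2.3* (SE 0.17), -1.91 for *hsp70.1* (SE 0.38), -1.87 for *fabp7a* (SE 0.22) and -1.86 for *rnf152* (SE 0.15). Their adjusted p-values ran from 0.0032 to 0.017. Had synthesis stopped at injection, such falls within 1 h would need half-lives of at most 24.5 min for *hmgb1a*, 32.1 min for *fabp7a* and 32.3 min for *rnf152*. For all 84 rows that fell by at least 1 on the log2 scale the limit is 60 min. Transcript half-lives were not measured, so a difference between the pools from before the injection is not ruled out for these rows. The *htatip2* value belongs to 1 of 2 transcript rows of that gene. The *hsp70.1* value is uncertain, since near-identical copies share its sequence and the counting of shared reads is not stated. The *hsp70.1* call was also lost in 3 of the 6 fits that left out 1 library (adjusted p up to 0.059).

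**Figure D3:**
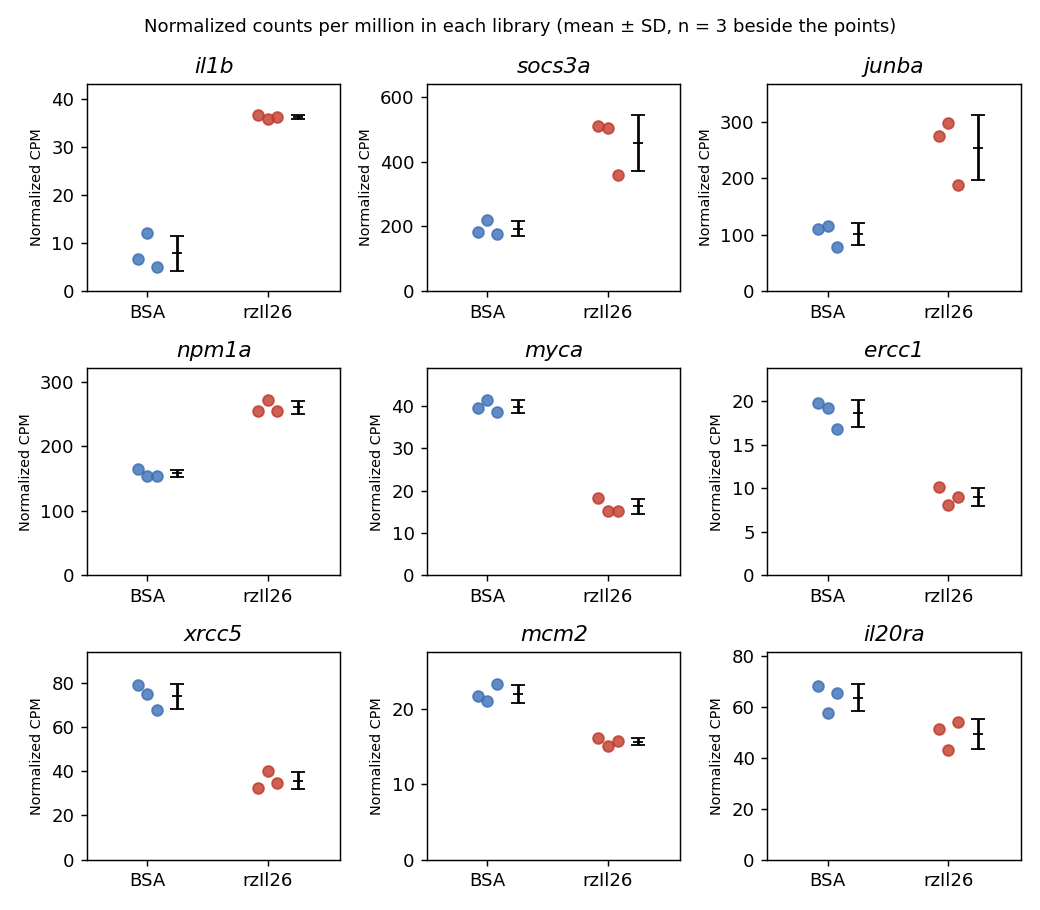
Normalized CPM (y axis, from 0) of 9 genes in the 3 BSA and 3 rzIl26 libraries, with the mean and SD of each group beside its points. The groups do not overlap in any of the 9 genes, and the *il1b* values lie between 35.7 and 36.5 CPM after rzIl26.

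Libraries also differed within groups. The liver protein transcript *fabp10a* had 416, 1525 and 490 CPM in BSA replicates 1 to 3 and 272, 1711 and 1532 CPM in rzIl26 replicates 1 to 3. The mean log2 CPM of the liver list was 7.14 ± 0.86 after BSA and 7.68 ± 0.94 after rzIl26 (SD, n = 3; exact permutation test, p = 0.5, in a design that cannot go below 0.1). Of 15 liver genes 14 were higher after rzIl26, with a median log2 fold change of 0.53 (cameraPR, adjusted p = 0.17), so an unequal share of liver transcripts in the groups is not ruled out. Among the fits that left out 1 library the list passed without BSA replicate 2 (median 1.34, adjusted p = 0.00041) and without rzIl26 replicate 1 (median 1.00, adjusted p = 0.0035), and its adjusted p-value ranged from 0.00041 to 0.84 over all alternatives. The comparison was therefore repeated among libraries low in liver transcripts (BSA replicates 1 and 3 against rzIl26 replicate 1) and among those high in them (BSA replicate 2 against rzIl26 replicates 2 and 3). A group with 1 library allows no test. The median of the NF-kB inflammation list was 1.2 in the low class and 1.1 in the high class, and that of the replication machinery list was -0.26 and -0.41. With liver content as a covariate, an alternative chosen after the data were seen, 767 transcripts were higher and 757 lower, and 1420 of the 1995 calls were shared.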

Values the study reported

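For guts taken after rzIl26 injection, the study reported 1759 upregulated and 2022 downregulated genes relative to BSA.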

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

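The counts of changed transcripts kept within 1.5 times of 980 higher and 1015 lower under RLE and upper-quartile factors, both other filters, DESeq2, limma-voom, the likelihood ratio test, the exact test, the replicate block and both alternatives chosen after the data were seen (liver content as a covariate and genes with 1 transcript row). Scaling by library totals alone gave 1783 higher and 400 lower, a shift that follows from a median change of 0.16 in the log2 fold changes, and 1380 of the 1995 calls were shared. The threshold set the counts by construction. An unadjusted p-value under 0.05 gave 1812 higher and 1879 lower, an added minimum of 1 on the log2 scale gave 221 and 84, and an adjusted p-value under 0.1 gave 1535 lower. The fits that each left out 1 library gave from 339 to 874 higher and from 398 to 940 lower, with fewer samples. The counts moved by more than 1.5 times without BSA replicate 1 (339 and 398), BSA replicate 2 (481 and 497), BSA replicate 3 (453 and 525) or rzIl26 replicate 2 (404 and 420), and not without rzIl26 replicate 1 or 3.

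All 9 gene lists kept their direction under every alternative run. With the correlation estimated from the libraries, 0 lists passed and 3 had an unadjusted p-value under 0.05. The medians are unchanged by that test, at -0.54 and -0.61 for the study's replication and repair lists, -0.39 and -0.12 for the replication and repair machinery, 0.21 for mitosis, 0.24 for ribosome biogenesis, 0.87 for immediate early genes, 1.46 for NF-kB inflammation and 0.38 for JAK-STAT targets. Apart from that test, 7 lists stayed past the threshold throughout. The mitosis list lost its call with library totals alone (0.37), DESeq2 (0.22), the likelihood ratio test and the exact test (0.21 each) and liver content as a covariate (0.21), with adjusted p-values from 0.0036 to 0.17 over all its alternatives; the cause was not tested. Its median ran from 0.20 to 0.26 in the fits without 1 library. The repair machinery list lost its call with liver content as a covariate (-0.15, adjusted p = 0.051, range 0.0030 to 0.13), and ran from -0.17 to -0.091 without 1 library. With library totals alone its median was 0.04, below the 0.17 of all rows.

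Replicate numbers are shared by both groups. The deviations of same-numbered libraries from their group means correlated at 0.31, 0.11 and 0.0077. For libraries of different groups and numbers the values ran from -0.25 to 0.19. Whether the shared numbers mark a pairing is not settled by these values. With the replicate block 883 transcripts were higher and 844 lower, the mitosis list had a median of 0.21 (adjusted p = 0.055), *ccnh* had an adjusted p-value of 0.075 and *il20ra* of 0.036, and 4 technical and tissue lists passed in place of 1 (muscle, adjusted p = 0.016; liver, 0.046; skin, 0.038; and fin, 0.00035).

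In the comparison of the groups alone, the fin and cartilage list was the sole technical or tissue list past the threshold, and the number of such lists ran from 1 to 5 in the fits without 1 library. There were 3 without BSA replicate 2 (liver, skin and fin) and 5 without rzIl26 replicate 1 (these, muscle and enterocytes). Both fits leave libraries high in liver transcripts mostly in 1 group. Over the 67 named genes, 143 of 1202 comparisons with an alternative changed side of the threshold, 141 weaker and 2 stronger, and no direction changed. Of the weaker ones 100 came from fits without 1 library.
The GC and length offset, alone and with the replicate block, was not run because no transcript sequence was used. Depth limits the receptor ligand transcript *il26*, which had at most 21 counts, and rows near the count filter.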

Other observations

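Tests in this part were chosen after the result was seen, except the splits of the libraries, the leukocyte list and the share of genes with several rows. The tests of the second family of lists and the alternatives fixed beforehand are further exceptions. Biological effects of rzIl26 stay open for each pattern below, because the injection is what the groups were designed to differ in.

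With 1 of the 10 splits of the 6 libraries, the real one, giving as many higher transcripts, and 1 of 10 giving as many lower transcripts, no other grouping came close. The other 9 splits gave 0 calls in 8 cases, where 113 to 578 rows had an unadjusted p-value under 0.05 over the 9 splits, against 3691 in the real one. The split that follows liver transcripts gave 110 calls. For the lists, the number of 10 splits with a p-value as small was 1 for the study's replication list, 1 for the study's repair list, 1 for ribosome biogenesis and 1 for NF-kB inflammation. It was 2 for repair machinery, 2 for mitosis, 2 for JAK-STAT targets, 3 for replication machinery and 3 for immediate early genes. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. The NF-kB inflammation list also had small p-values in other splits, such as 7.8e-12 in the split that follows liver transcripts, as did ribosome biogenesis (3.7e-05) and the study's replication list (0.00031). Each other split still keeps 2 libraries of a group together, so part of a group difference stays in it.

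The numbers of changed genes here were 980 higher and 1015 lower. Both are lower than the values quoted from the study above. At an unadjusted p-value under 0.05 they were 1812 and 1879.

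Ribosomal protein transcripts fell together, a family chosen after its values were seen. Of 68 tested rows with a ribosomal protein symbol 65 were lower and 62 passed the threshold, with a median log2 fold change of -0.31 and quartiles of -0.34 and -0.30. The number past the threshold was 37 without BSA replicate 2, 40 without rzIl26 replicate 2, 28 with the likelihood ratio test and 27 with the exact test, while the median stayed between -0.32 and -0.30 in these fits. The ribosome biogenesis list rose over the same interval (median 0.24). Liver carry-over is argued against, since the median was -0.32 with liver content as a covariate and 61 rows still passed. Library scaling stays open in part. With library totals alone the median was -0.15 (63 of 68 rows lower, 15 past the threshold) while the median of all rows was 0.17, so the gap to the typical transcript is set by the data and the zero point by the scaling. The absolute amounts of ribosomal protein mRNA may have changed less than the TMM values show. A shift of all abundant transcripts also stays open. The median was 0.09 for rows with fewer than 30 counts, between -0.04 and 0.03 for the classes from 30 to 10000 counts, -0.25 from 10000 to 30000 and -0.31 above. These classes include the ribosomal protein rows. Without that family, the 219 rows with a mean of at least 10000 counts had a median of -0.24. Their quartiles were -0.39 and -0.0007, with 88 calls lower and 12 higher. In the middle abundance range of the ribosomal proteins the 62 other rows had a median of -0.17 with quartiles of -0.34 and 0.01, a difference of -0.14 (permutation test over rows, p = 0.0024, rows not being independent). The family was picked for the pattern, so this difference does not decide. GC content and length were not examined.

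The NF-kB inflammation list rose by a median of 1.46 within 1 h. More leukocytes in general are argued against as the whole source. The leukocyte list, with 11 of 24 genes tested and 9 of them above 1 CPM in BSA guts, had a median of 0.15, with 7 genes higher, 0 past the threshold and 3 with an unadjusted p-value under 0.05. It differed from the inflammation list (permutation test over genes, p = 3e-05, genes not being independent), and the abundant pan-leukocyte transcript *lcp1* was at -0.09 (SE 0.10). That p-value describes the spread over genes and not over libraries. Neutrophils alone stay open. The neutrophil genes *lyz* (1.16, SE 0.36) and *npsn* (0.48, SE 0.31) had a mean of 0.82, and 2 genes with low counts are too few to decide. Liver carry-over is argued against, as the median was 1.1 with liver content as a covariate.

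The replication machinery list fell and the mitosis list rose. Fewer dividing cells would lower both lists, but they lay 0.60 apart on the log2 scale, with 16 of 20 mitosis genes higher. A permutation test over genes gave p = 1e-05, the smallest it can give. Genes are not independent, so this p-value describes the spread over genes and not over libraries. Library scaling is argued against, because over the 3 other scalings the replication median came no nearer to 0 than -0.23 and the mitosis median stayed between 0.18 and 0.37. Liver carry-over is argued against for the replication list, with a median of -0.34 under the covariate. The call for the mitosis list was lost under several alternatives, so the rise of that list is weakly supported. A change within the cell cycle may remain as a hypothesis. The study found no change in the number of EdU-positive cells after rzIl26.

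Several clock genes differed. The log2 fold change was -1.76 for *bmal1b* (SE 0.14, adjusted p = 0.0032), -1.49 for *bmal1a* (adjusted p = 0.0039), -1.37 for *cry3b* (adjusted p = 0.0044) and -0.72 for *nr1d2b* (adjusted p = 0.0054). Of the 7 clock genes past the threshold 1 was higher, *nr1d1* (0.67, adjusted p = 0.032), a gene chosen after its values were seen. The whole clock list did not shift (median 0.12, 13 of 24 genes higher, adjusted p = 0.80). The *bmal1b* fall was -1.60 with library totals alone and -1.72 with liver content as a covariate, both past the threshold, so scaling and liver carry-over are argued against. A different time of collection of the 2 groups might give such a pattern. Evening genes (4 tested, median -1.35, 0 higher) and dawn genes (9 tested, median 0.30, 7 higher) differed by -1.66, but *tefa* (-0.18) and *tefb* (-0.03) hardly moved, the 2 lists were written after the values were seen, and the time of day is not in the labels. Collection time and injection cannot be told apart here.

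Of the 84 rows that fell by at least 1 on the log2 scale, 3.57% came from genes with 2 or more rows, against 1.75% of all tested rows (Fisher's exact test, p = 0.18). Reads shared between rows of a gene therefore do not account for most of the strong falls. Near-identical gene copies were not examined by this test.

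Liver transcripts varied within both groups. Of 15 liver genes, all of them above 1 CPM in BSA guts, 14 were higher in each of the 3 libraries ranked highest by the other liver genes than in the remaining 3, with a median ratio of 3.14. The abundant transcripts *fabp10a* and *tfa* shared this split. Liver tissue left on some dissected guts is a candidate explanation, and a difference in liver expression between pools was not tested.

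The fin-fold genes *and1* (1.86), *and2* (4.20) and *and3* (3.61) were higher after rzIl26. The fin and cartilage list had 5 of 15 genes tested, 3 of them above 1 CPM in BSA guts, with a median of 1.86 (adjusted p = 0.0030), and all 5 were higher. Its median was 1.5 without rzIl26 replicate 3, and rose to 3.07, 3.24 and 3.07 without BSA replicates 1, 2 and 3 and to 3.53 without rzIl26 replicate 2, where 7 members passed the count filter and were all higher. The list was written after the study's changed genes were read. Skin and fin tissue left on the guts may be the source. The skin list had a median of 0.42 (12 of 14 genes higher, adjusted p = 0.15). Among the fits that left out 1 library it passed without BSA replicate 2 (0.70, adjusted p = 0.0096) and without rzIl26 replicate 1 (0.54, adjusted p = 0.022), and its median was 0.25 without BSA replicate 1 and without rzIl26 replicate 3. Its abundant keratins went both ways, with *krt4* at 0.24 and *krt97* at -0.36. Their high level in gut would hide a small share, so carry-over and an effect of rzIl26 cannot be told apart.

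In the comparison of the groups alone, the medians of the other tissue and handling lists were -0.23 for heat shock (adjusted p = 0.83), -0.24 for glucocorticoid response (0.80), 0.41 for muscle (0.15), 0.53 for liver (0.17), -0.09 for exocrine pancreas (0.44), 0.43 for red cells (0.33), -0.23 for enterocytes (0.18) and 0.13 for smooth muscle (0.15). Several depended on single libraries. The muscle list passed without rzIl26 replicate 1 (0.66, adjusted p = 0.0028), and its median fell to 0.14 without rzIl26 replicate 3. The enterocyte list passed without rzIl26 replicate 1 (-0.41, adjusted p = 0.022) and was at 0.06 without rzIl26 replicate 2, where the red cell list was at -0.29. The pancreas list turned to 0.11 without BSA replicate 1 and 0.10 without rzIl26 replicate 1. An unequal share of muscle, skin or other tissue in the groups is therefore not ruled out. Of the heat shock list 7 genes were higher and 8 lower. The copies *hsp70.1* (-1.91), *hsp70.2* (-1.67), *hsp70.3* (-1.55) and *hsp70l* (-1.70) were all lower, *hsp70.1* and *hsp70.2* past the threshold, and *bag3* (0.97) and *hspa4a* (0.62) were higher.

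The study described *il20ra* as induced after rzIl26 by quantitative PCR in guts. Here its log2 fold change was -0.37 and did not pass the threshold. The value nearest 0 over the 3 other scalings was -0.20, within 2 standard errors of 0, so a scaling effect and a fall cannot be told apart; a rise was not seen under any of the 18 alternatives run for this gene.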
